A study of Drosophila melanogaster with 12 samples. Its data were reported in "Brain tumor is a sequence-specific RNA-binding protein that directs maternal mRNA clearance during the Drosophila maternal-to-zygotic transition" (2015).

How the data were processed

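Embryos were collected from 0 to 3 h after egg-laying, and an extract was incubated with beads carrying a Fab against BRAT, a Fab against PUM or a control Fab. RNA eluted with the Fab was made into double-stranded cDNA, labeled with Cy3 or Cy5 and hybridized to custom Drosophila NimbleGen arrays. Per the methods of the study, each array received a Cy3 and a Cy5 sample. Which samples shared an array is not given in the sources used here, so the array was not a term in any fit. Per the labels, replicate 3 of every group carried Cy5 and replicates 1 and 2 carried Cy3, so that a dye effect common to both members of a pair cancels in the paired ratios.

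The authors quantified the scanned images with NimbleScan and normalized the signals in ArrayStar by the RMA quantile method, the BRAT RIPs together with the controls and, separately, the PUM RIPs together with the controls. The deposited values are on the log2 scale, which was taken from their range, as the highest lay just under 16, the log2 limit of a 16-bit scanner. Quantile normalization gives every array of a set the same distribution, so a RIP that recovered more RNA in total than the control would not show it, and log2 ratios are relative to the bulk of the features. The columns of a set nevertheless differ slightly in their medians. The methods describe a filter to expressed transcripts that came after the normalization. If the rows with values are that subset, equal distributions over the whole array need not give them equal medians. This was not tested. Probes had been summarized to a value per transcript, and replicates had not been pooled. The methods state that the test was limited to transcripts known from earlier work to be present in embryos of this age. The table has 17130 rows, of which 7186 hold values in all 12 columns and 9944 hold none. All 7186 were tested, although the design fixed before the data were examined spoke of all features of the array. The direction of a ratio here is RIP minus control. Scanner files were not used here, so background and saturation of single probes were not assessed.

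Samples were grouped by their labels into BRAT RIP, control RIP of the BRAT set, PUM RIP and control RIP of the PUM set, with 3 replicates each. Both control groups are copies of the same 3 preparations. Their values correlated at r of 0.993 to 0.994 between normalizations and differed in the median by -0.19 to -0.20 (BRAT set minus PUM set). Levels were therefore compared only within a set in the main fits. The joint fit and the direct comparison of RIPs, both alternatives, cross the sets. The control copies were never counted as separate replicates.

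Each RIP was compared with its control in limma 3.58.1 (R 4.3.3), by lmFit and eBayes without trend or robust options, with the replicate number as a block, as the study's test was paired. Tests were two-sided and adjusted by Benjamini-Hochberg over the 7186 features. A call needed an adjusted p under 0.05 and a difference of at least 1.5-fold. The difference between the enrichments was fitted in limma on the 3 values of BRAT ratio minus PUM ratio, one per replicate number. The replicate numbers come from the labels, and whether they pair the samples was checked by correlating deviations from the group means between RIP and control columns of the same number. These correlations were 0.532, 0.297 and 0.457 in the BRAT set and 0.505, 0.322 and 0.356 in the PUM set, all above 0.1, so the numbers were taken to pair the samples.

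Overlaps were tested with Fisher's exact test, two-sided, with all 7186 features as the background. Enrichments were correlated by Spearman's rho and Pearson's r. For the simulations, noise was drawn for each feature and array from a normal distribution with the mean moderated variance of both paired fits, with the control noise shared by both RIPs. Unchanged RIPs had no effects. Independent effects were the observed log2 ratios of each RIP, shrunk for their noise and shuffled over the features separately. There were 100 draws of each and 1000 shuffles of the PUM ratios. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

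The tests were tried on simulated data with 7186 features of which 200 were changed. With the moderated variances of the real features, the paired limma test recovered 97% of 2-fold changes for the BRAT comparison and 88% for the PUM comparison, and 100% of 4-fold changes in both. False calls were 8.80% of calls for BRAT and 3.59% for PUM. With variances drawn from the fitted prior, 65% and 67% of 2-fold changes were recovered and false calls were 1.79% and 6.21%. The unpaired test recovered 10% and 11% of 2-fold changes in the simulations with the moderated variances. The simulated arrays carried the replicate differences estimated from the data, which favors the paired test. The test of the difference recovered 89% of 2-fold and 100% of 4-fold changes, with 4.55% false calls.

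The features named in the text were chosen by a rule fixed before the data were examined. They are the features with the highest log2 ratio in each RIP among those called higher with all 3 paired ratios above 0, the feature with the lowest ratio in each RIP, the 2 features called higher in both RIPs whose smaller ratio was highest, and the feature with the largest called difference in each direction. Without gene symbols, at most 2 identifiers that rose and 2 that fell were to be printed per comparison, so the third highest feature of each RIP is not printed. The gene table at hand held 37 of the 7186 identifiers within a synonym and 7 as a whole synonym, and 0 of the features named, so no gene names or positions are given. For this reason the planned values for the mRNAs of genes named in advance, the tests of gene lists, the overlap counted by gene and the test of motifs in 3' untranslated regions were not run.

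Alternatives fixed before the data were examined were the fit without the replicate block, a SAM two-class paired test with all 8 sign flips and a 5% false discovery rate, a trended and robust variance prior, filters at the median and at the 25th percentile of mean signal, a fold threshold of 2 or none, ratios centered on the median, cyclic loess, a joint fit over 9 samples, a direct comparison of BRAT and PUM RIPs, ratios that share no control preparation, and leaving out each replicate number in turn.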

Results

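RNA co-immunoprecipitation followed by microarray analysis (RIP-Chip) measured which mRNAs were recovered with the RNA-binding proteins Brain tumor (BRAT) and Pumilio (PUM) from Drosophila embryos collected 0 to 3 h after egg-laying. In a RIP, an antibody against a protein is used to pull the protein out of an extract together with the RNA attached to it. The antibodies were synthetic antigen-binding fragments (Fabs), and a Fab not directed at either protein gave the negative control RIP. There were 3 biological replicates each of the BRAT RIP, the PUM RIP and the control RIP, making 9 RNA preparations. The control preparations appear in 2 copies, once normalized with the BRAT RIPs (the BRAT set) and once with the PUM RIPs (the PUM set), so that the 12 columns of values fall into 4 groups of 3. Each row is a transcript feature of the array, and 7186 of the 17130 rows hold values, in every column alike. Gene symbols and genome positions of the features were not used here, so features are named by their FlyBase transcript identifiers.

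Median log2 signals lay between 11.59 and 11.65 in the 6 columns of the BRAT set and between 11.83 and 11.86 in the 6 columns of the PUM set. Replicates correlated across features with Pearson r of 0.942 to 0.968 in the BRAT RIP, 0.926 to 0.955 in the PUM RIP and 0.929 to 0.961 in the control RIP. Correlations between RIP and control columns were lower for BRAT (0.790 to 0.888) than for PUM (0.868 to 0.944). The log2 ratios of RIP to control, taken within a replicate number, correlated between replicates with r of 0.771 to 0.800 for BRAT and 0.485 to 0.628 for PUM. These correlations are across features, which are not independent replicates. The precision of every value below is limited by the 3 replicates.

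To identify mRNAs associated with BRAT, the BRAT RIP was compared with the control RIP, pairing samples of one replicate number. Of 7186 features, 1376 (19.1%) were called higher in the BRAT RIP, with a Benjamini-Hochberg adjusted p under 0.05 by limma and at least 1.5-fold enrichment. In the opposite direction 1519 features (21.1%) were called lower. All 3 paired ratios lay above 0 for 1371 of the 1376 features called higher and below 0 for 1511 of the 1519 called lower. Over all features the 3 ratios had one sign in 69.3%, where chance alone would give 25%. The median enrichment of the features called higher was 2.16-fold, and the enrichment was at least 4-fold for 213 of them. Only 4 features were lower by as much. The median SE of a log2 ratio was 0.18. The alternative that moved these counts most was a fold threshold of 2, which left 796 features higher and 379 lower, and without the replicate pairing the number called lower was 931.

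The median log2 ratio of BRAT RIP to control RIP over all features was -0.15, so the balance of calls depended on where the ratios were centered. Of the calls, 47.5% were higher in the BRAT RIP in the values as deposited. When each replicate's ratios were centered on their median, which raised the median by 0.13, 1602 features were called higher and 1036 lower, and the share of higher calls was 60.7%. Cyclic loess normalization gave 1519 higher and 1226 lower (55.3% higher).

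**Figure D1:**
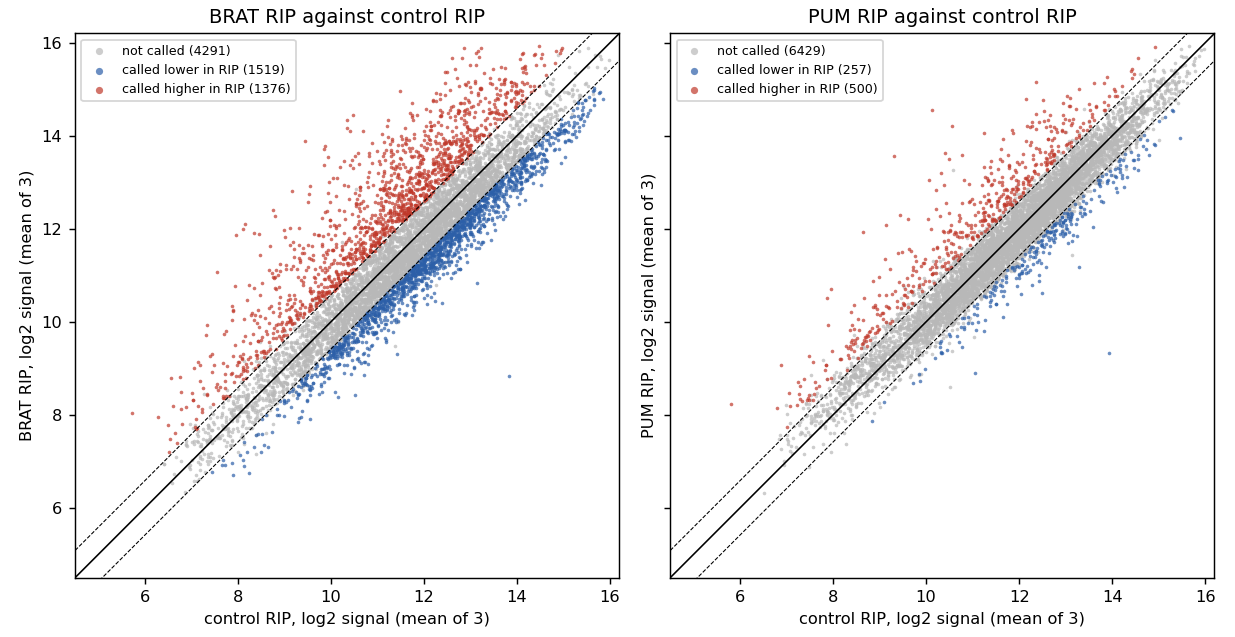
Mean log2 signal of each transcript feature in the BRAT RIP (left) and the PUM RIP (right) on the vertical axis against the control RIP of the same set on the horizontal axis (n = 3 each), with equal signal as a solid line and 1.5-fold differences as dashed lines. Red points are features called higher in the RIP (1376 for BRAT and 500 for PUM), blue points are features called lower (1519 and 257), and the spread about the line is wider for BRAT.

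The features with the highest BRAT ratios were FBtr0078699 and FBtr0074464. FBtr0078699 had a log2 signal of 13.88 ± 0.27 in the BRAT RIP and 9.45 ± 0.24 in the control RIP (mean ± SD, n = 3). The log2 ratio was 4.43 (SE 0.17, limma adjusted p = 2e-05), a 21.6-fold enrichment, and the paired ratios were 4.49, 4.21 and 4.60. The same feature had a log2 ratio of -0.33 in the PUM RIP (SE 0.16, limma adjusted p = 0.229). FBtr0074464 had a log2 ratio of 4.00 in the BRAT RIP (SE 0.17, limma adjusted p = 2e-05), with signals of 14.34 ± 0.21 and 10.34 ± 0.30. At the other end, FBtr0073224 had a log2 signal of 8.84 ± 0.55 in the BRAT RIP against 13.84 ± 1.35 in the control RIP. Its log2 ratio was -4.99 (SE 0.57, limma adjusted p = 0.000423), with paired ratios of -7.18, -3.81 and -3.99. The control signal of this feature was 15.40 in replicate 1 and 13.07 and 13.04 in the others, and the call was lost with a trended and robust variance prior (adjusted p = 0.0627, the highest of its 7 alternatives, of which the lowest was 9.27e-06). The ratio was -3.90 without replicate 1 and -5.59 without replicate 2.

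To identify mRNAs associated with PUM, the PUM RIP was compared with its copy of the control RIP in the same way. Here 500 of 7186 features (6.96%) were called higher and 257 (3.58%) were called lower by limma. All 3 paired ratios had the direction of the call for each of these 757 features, and 49.9% of all features had 3 ratios of one sign. The features called higher had a median enrichment of 2.10-fold, with 41 at 4-fold or above, while 3 features were lower by as much. The median log2 ratio over all features was 0.01 and its median SE was 0.18, about that of the BRAT comparison. At an unadjusted p under 0.05 there were 2062 features for PUM and 3972 for BRAT. The PUM counts fell most without replicate 1. Without that replicate number 99 features were called higher and 13 lower, whereas 360 and 151 were called without replicate 2 and 429 and 147 without replicate 3. The fewer calls need not mean weaker enrichment. FBtr0081990, described below, had a log2 ratio of 4.64 without replicate 1 (SE 0.19, limma adjusted p = 0.0156). Without replicate 2 it had a lower ratio and a higher SE, yet a smaller p (4.26, SE 0.28, limma adjusted p = 9.22e-08). Without the replicate pairing 197 features were higher and 66 lower. Of the PUM calls 66.1% were higher. This share was 51.0% (636 higher and 611 lower) when the deposited values of all 9 samples were given one distribution and fitted at once. That fit set the PUM RIPs against the control values of the BRAT set. It thus mixes both normalizations, and the change in share may come from this.

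The highest PUM ratios were those of FBtr0081990 and FBtr0085906. FBtr0081990 had a log2 signal of 14.55 ± 0.18 in the PUM RIP and 10.12 ± 0.55 in the control RIP (mean ± SD, n = 3). The log2 ratio was 4.42 (SE 0.20, limma adjusted p = 0.000162), a 21.4-fold enrichment, against a log2 ratio of 0.15 in the BRAT RIP (SE 0.21, adjusted p = 0.574). FBtr0085906 was enriched 19.1-fold in the PUM RIP (log2 ratio 4.26, SE 0.19, limma adjusted p = 0.000162), with signals of 13.56 ± 0.65 and 9.30 ± 0.41. FBtr0073224 was the lowest feature in the PUM RIP as well. Its log2 signal was 9.33 ± 0.06 in the PUM RIP and 13.93 ± 1.05 in the control RIP, a log2 ratio of -4.61 (SE 0.37, limma adjusted p = 0.000978), and -3.97 without replicate 1.

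**Figure D2:**
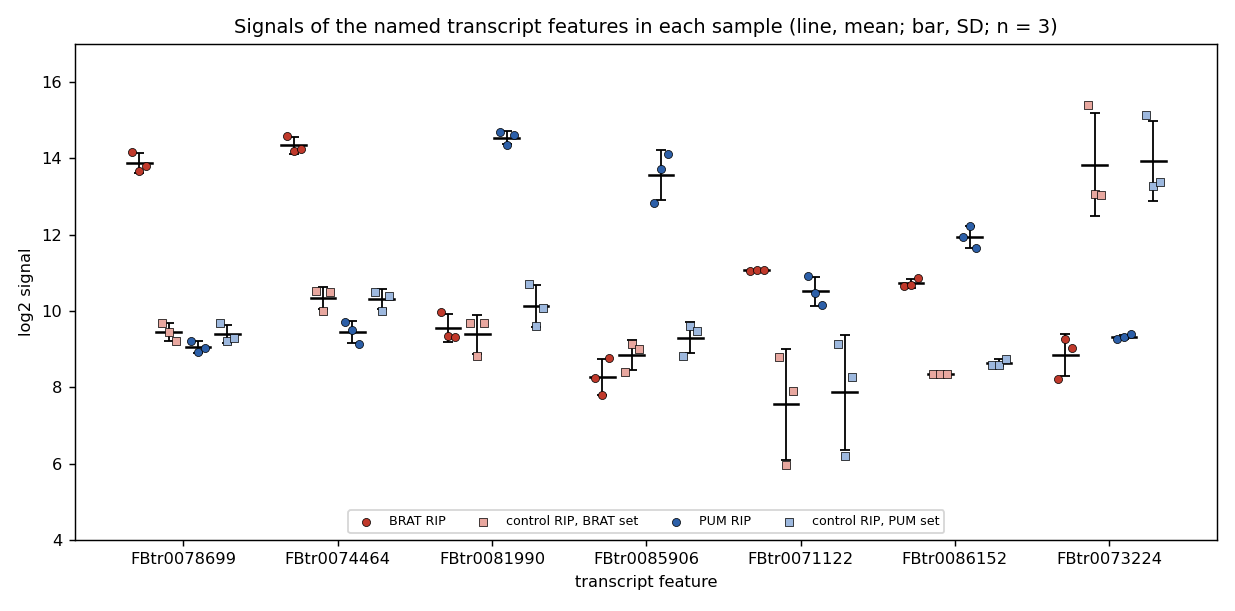
Log2 signal (vertical axis) of the 7 transcript features named in the text (horizontal axis) in each sample, with circles for RIP samples, squares for control RIP samples, replicates 1 to 3 from left to right, a line at the mean and a bar for the SD (n = 3). FBtr0078699 and FBtr0074464 are high in the BRAT RIP alone, FBtr0081990 and FBtr0085906 in the PUM RIP alone, and FBtr0073224 in the control RIP alone.

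The design also asks which mRNAs were recovered with both proteins. Of the 1376 features higher in the BRAT RIP and the 500 higher in the PUM RIP, 154 were higher in both, where 95.7 would be shared if the calls were independent. These are 11.2% of the BRAT features and 30.8% of the PUM features. The odds ratio was 1.99 (95% confidence interval 1.62 to 2.44, Fisher's exact test, two-sided, p = 8.95e-11, over 7186 features, which are not independent replicates). Both comparisons used the same control RNA, which by itself can make calls coincide. In 100 simulations of unchanged RIPs measured against shared controls, at most 8 BRAT and 7 PUM features were called higher and at most 1 was shared, too few calls to serve as a baseline for the overlap. In 100 simulations in which each RIP had effects of the observed size placed independently of the other, the median odds ratio was 1.11 and the highest was 1.36, with a median of 176 shared features among 1415 BRAT and 828 PUM calls. The alternatives to the processing gave odds ratios from 1.76 to 2.53. Among the lower features, 126 were shared of 1519 and 257 (odds ratio 3.82, Fisher's exact p = 6.89e-24). Independent effects with shared controls gave a median odds ratio of 1.34 and a highest of 1.60. Unchanged RIPs shared at most 4, again too few for a baseline. Opposite calls were counted as well. There were 45 features higher in the BRAT RIP and lower in the PUM RIP (49.2 for independence, odds ratio 0.893, Fisher's exact p = 0.572), and 36 lower in the BRAT RIP and higher in the PUM RIP (106 for independence, odds ratio 0.272, Fisher's exact p = 1.85e-18). Independent effects with shared controls gave odds ratios of 0.607 to 1.09 for the former and 0.682 to 1.02 for the latter, so that by odds ratio only the latter lay outside the simulated values. The numbers of shared and opposite features were not set against the simulated numbers, because the simulations called more PUM features than the data, with medians of 828 higher and 569.5 lower beside 500 and 257.

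The features higher in both RIPs with the highest smaller ratio were FBtr0071122 and FBtr0086152. FBtr0086152 had log2 ratios of 2.38 in the BRAT RIP (SE 0.16, limma adjusted p = 5.92e-05) and 3.30 in the PUM RIP (SE 0.19, adjusted p = 0.000489). FBtr0071122 had log2 ratios of 3.51 (SE 0.45, limma adjusted p = 0.000751) and 2.64 (SE 0.45, adjusted p = 0.0131). The control signals of FBtr0071122 varied more than those of FBtr0086152, with an SD of 1.45 against 0.01 in the BRAT set. Its PUM call was lost without the replicate pairing (adjusted p = 0.0519) and without replicate 1 (adjusted p = 0.0803), while its other 5 alternatives gave adjusted p from 0.000411 to 0.016. The size of its enrichment rested on single replicates. Without replicate 2, whose control signal in the BRAT set was 5.96, the log2 ratios were 2.72 with BRAT and 1.83 with PUM, and without replicate 1 the BRAT ratio was 4.15.

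A feature called in one RIP and not in the other need not differ between them, so the difference between the enrichments was tested itself. By limma on the 3 differences of paired ratios, 1236 features had a higher enrichment with BRAT and 1593 a higher enrichment with PUM. Without the replicate pairing these counts were 604 and 401. The median difference over all features was -0.18, and centering each replicate's ratios on their median raised it by 0.14 and gave 1482 features higher with BRAT and 1077 higher with PUM, so that the share higher with BRAT went from 43.7% to 57.9%. Of the 1222 features called higher in the BRAT RIP alone, 979 (80.1%) differed by this test, as did 301 (87.0%) of the 346 called higher in the PUM RIP alone. The remaining features of these sets were not shown to differ between the RIPs. Among the 154 features higher in both, 34 were more enriched with BRAT and 24 more enriched with PUM. A higher enrichment with PUM was mostly not a PUM call. Of the 1593 features, 325 (20.4%) were called higher in the PUM RIP and 848 (53.2%) were called lower in the BRAT RIP. In the other direction, 1013 (82.0%) of the 1236 features were called higher in the BRAT RIP. The largest differences were those of FBtr0074464, whose enrichment was higher with BRAT by 4.85 (SE 0.19, limma adjusted p = 1.35e-06) and whose log2 ratio in the PUM RIP was -0.85, and of FBtr0085906, with a difference of -4.84 (SE 0.25, limma adjusted p = 2.86e-06) and a log2 ratio of -0.58 in the BRAT RIP.

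**Figure D3:**
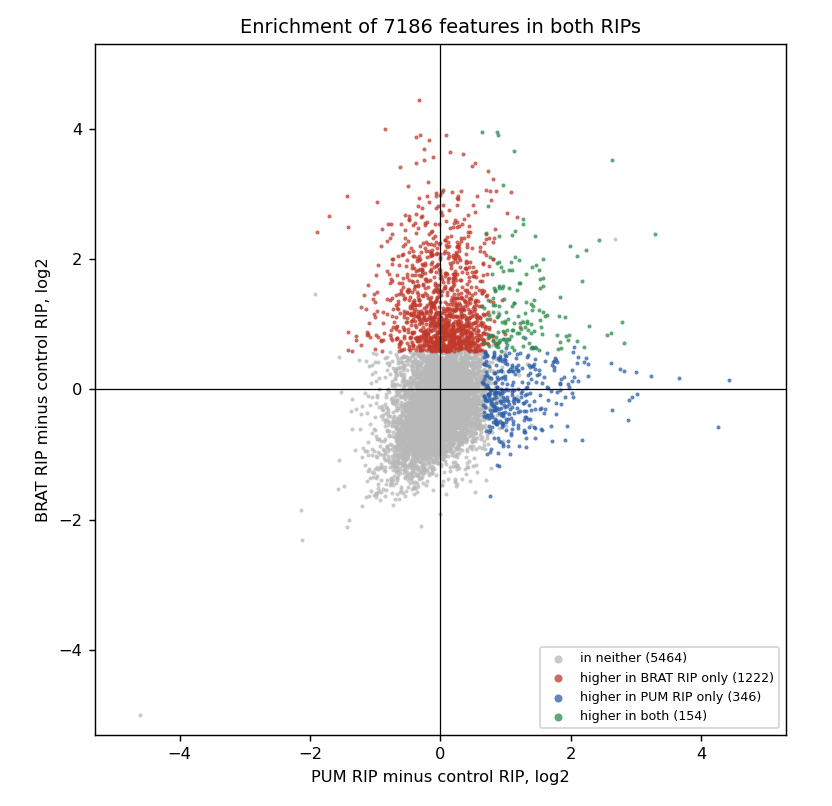
Log2 ratio of BRAT RIP to control RIP (vertical axis) against that of PUM RIP to control RIP (horizontal axis) for 7186 transcript features, each point the mean of 3 paired ratios. Red points are the 1222 features called higher in the BRAT RIP alone, blue points the 346 called higher in the PUM RIP alone and green points the 154 called higher in both.

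To ask whether the enrichments with BRAT and PUM are related, their log2 ratios were correlated across features. Over all 7186 features Spearman's rho was 0.293 and Pearson's r 0.230. After leaving out the 2419 features with both ratios below 0, rho over the other 4767 features was -0.180 and r was -0.123. Both values need a baseline, because the control is shared and because leaving out a quadrant changes rho by itself. When the PUM ratios were shuffled over the features 1000 times, the median rho was -0.361 outside the quadrant, with a range of -0.402 to -0.321, and 0.000183 over all features. With independent effects and shared control noise, 100 simulations gave a median of -0.326 (-0.351 to -0.303) outside the quadrant and 0.0598 (0.0326 to 0.0846) over all features. Unchanged RIPs gave 0.108 (0.0787 to 0.137) outside the quadrant and 0.481 (0.457 to 0.501) over all features. The observed rho outside the quadrant was thus less negative than the values for shuffled features and independent effects, and more negative than those for unchanged RIPs. Both ratios had the same sign for 59.2% of features, against a median of 66.7% for unchanged RIPs and 51.9% for independent effects. No p-value is given, because features are not independent replicates. The setting that moved rho most, chosen after the data were seen, was the use of PUM replicate 3 against BRAT replicates 1 and 2, which share no control preparation, with -0.343 outside the quadrant and 0.0636 over all features.

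**Figure D4:**
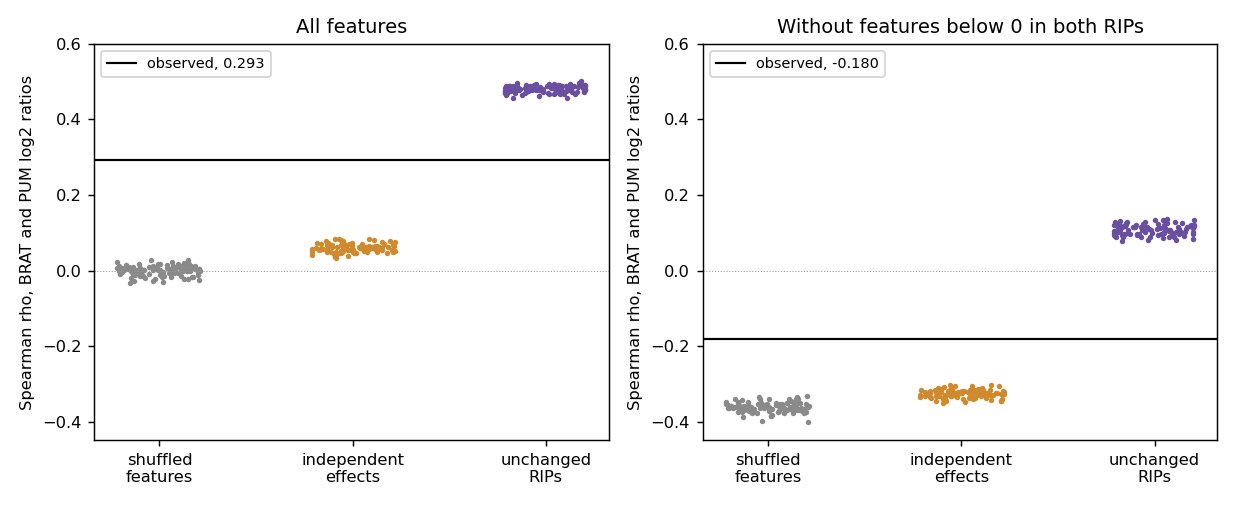
Spearman's rho between the BRAT and PUM log2 ratios (vertical axis) over all features (left) and without the features below 0 in both RIPs (right), with the observed value as a black line and 100 points each for shuffled features, independent effects with shared control noise, and unchanged RIPs with shared control noise (horizontal axis). The observed -0.180 on the right lies above the points for shuffled features and independent effects and below those for unchanged RIPs, as does the observed 0.293 on the left.

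The other RIP's ratios of the called features were shifted slightly upward. The 1376 features higher in the BRAT RIP had a median log2 ratio of 0.11 in the PUM RIP, and 58.7% of them lay above 0 there, against 50.5% of all features. The 500 features higher in the PUM RIP had a median log2 ratio of 0.21 in the BRAT RIP, and 59.8% lay above 0, against 41.4% of all features. Noise of the shared control preparations raises these values by an amount that was not separated here.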

Values the study reported

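The study called an mRNA associated with a protein when its false discovery rate was below 5% and its mean enrichment over the control RIP was 1.5-fold or more. By these criteria it reported mRNAs of 1,197 genes for BRAT and of 641 genes for PUM, counted as genes and not as array features. It reported 200 mRNAs on both lists. After removal of transcripts that were higher in the control than in either RIP, it gave a Spearman's rho of −0.188 between the enrichments with BRAT and with PUM.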

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

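No test in this part was chosen after its result was seen.

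The enrichments with BRAT and with PUM differed by a test of the difference itself for 1236 features that were higher with BRAT and 1593 that were higher with PUM. The separate normalization of the BRAT and PUM sets was weighed as a technical explanation. It predicts that most of these differences go away when all arrays are normalized together from their probe signals, which was not done. Instead, the RIP columns as deposited were given one distribution and fitted directly against each other, without the control. In that fit 88.1% of the calls (2493 of 2829) were made again in the same direction and 0 in the opposite direction, and the log2 differences of both fits correlated at r of 0.978. This shows that most calls did not need the control columns. It cannot exclude the separate normalization, because any effect it had on single features stays in the deposited columns. The direct fit gave 1321 features higher with BRAT and 1487 higher with PUM. Centering the ratios on their median, which is no test of the separate normalization, gave 1482 and 1077.

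Chance could not be excluded from the number of regroupings. Among the 4 sign patterns of the 3 differences, 1 gave as many calls, the real one, and the other patterns gave 0 calls by limma, but 4 patterns cannot give a share under 0.05. Without 1 replicate number the counts were 1098 to 1191 features higher with BRAT and 1215 to 1509 higher with PUM. Noise of the control preparations largely drops out of these differences, because both ratios were taken against the same control RNA.

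A difference in the mRNAs bound by each protein, which is what the design compares, is one hypothesis for these differences. It stays open beside differences between the Fabs in yield or in the RNA they recover unspecifically, which were not tested and coincide with the proteins. Of the 1593 features with a higher enrichment with PUM, 848 were called lower in the BRAT RIP and 325 were called higher in the PUM RIP, so for many of them the difference may lie in a low recovery with BRAT. This reading depends on the centering, as the 1036 features lower in the BRAT RIP after centering show beside the 1519 before it.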

How the results depend on the processing

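Pearson's r in place of Spearman's rho, and the ratios without a shared control in which PUM came from a single replicate, were chosen after the data were seen. All other alternatives were fixed before.

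The overlap of the higher features kept an odds ratio above 1 and a Fisher's exact p under 0.05 under its 13 alternatives, with odds ratios from 1.76 to 2.53. Leaving out a replicate number gave 1.85 to 2.53. Without replicate 1 the overlap rested on 30 shared features (Fisher's exact p = 0.00673).

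Without the replicate block, fewer features were called lower in the BRAT RIP (931), higher in the PUM RIP (197), lower in the PUM RIP (66), more enriched with BRAT (604) and more enriched with PUM (401). The number higher in the BRAT RIP stayed within 1.5 times. Leaving out the block changes the SE of a ratio but not the ratio, so these counts do not show smaller effects. In simulated data the unpaired test also recovered fewer changes of the same size, but those data carried replicate differences estimated from the real ones. A fold threshold of 2 gave 796 higher and 379 lower for BRAT, 282 and 77 for PUM, and 762 and 514 for the difference, as a stricter threshold must give fewer. Testing only the 3593 features above the median signal gave 804 and 843 for BRAT, 321 higher for PUM, and 708 and 884 for the difference. The number lower in the PUM RIP did not fall with fewer features tested, with 262 above the median and 372 above the 25th percentile, beside 257. The cause was not tested. The PUM RIP had 408 lower features with a trended and robust prior and 611 in a joint fit over 9 samples. The joint fit set the PUM RIPs against control values of the BRAT set, and mixing both normalizations may add lower calls. The cause was not tested. The SAM test gave 1317 higher and 1539 lower for BRAT, and 713 and 287 for PUM. It called all 500 and 257 PUM features of the limma fit and 1296 and 1504 of the BRAT features. SAM adds a constant to the SE of every feature, which was 0.43 for PUM and 2.77 for BRAT. Beside a median limma SE of 0.18, the latter leaves a BRAT test that ranks features almost by their mean ratio. By the 1.5-fold threshold alone, 1419 BRAT features are higher and 1569 lower. The BRAT calls of both tests were therefore bound to be much alike.

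Leaving out a replicate number gave 1241 to 1378 higher and 1331 to 1439 lower for BRAT, 99 to 429 higher and 13 to 151 lower for PUM, and 1098 to 1191 and 1215 to 1509 for the difference. The PUM counts of 99 and 13 are those without replicate 1. The counts of features lower in PUM were 151 without replicate 2 and 147 without replicate 3, each over 1.5 times below 257. The cause was not tested.

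The rank correlation of the BRAT and PUM ratios outside the quadrant was -0.302 above the median signal and -0.287 and -0.275 when the BRAT ratio came from replicate 1 or 2 and the PUM ratio from the other replicates, which share no control preparation with it. Over all features rho was 0.216, 0.135 and 0.154 under these settings, and Pearson's r was 0.230. With the PUM ratio from replicate 3 and the BRAT ratio from the other replicates it was -0.343 outside the quadrant and 0.0636 over all features, and with the PUM ratio from replicate 1 it was 0.222 over all features. The cause was not tested. Leaving out a replicate number gave -0.214 to -0.138 outside the quadrant and 0.273 to 0.337 over all features. The sign was the same in every one of these settings.

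For the features chosen by rule, 95 of 98 alternatives kept the direction and the call, 3 kept the direction and lost the call, and 0 changed direction. Those that lost the call were FBtr0073224 in the BRAT RIP with the trended and robust prior (adjusted p = 0.0627 by limma) and FBtr0071122 in the PUM RIP without the replicate block (0.0519) and without replicate 1 (0.0803). The block changed no other call of these features. Tests of gene lists, of motifs and of the overlap by gene were not run, because the features carry no gene symbols here. Signal over background was not assessed, and dim features were covered only by the filters on mean signal.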

Other observations

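All shuffles behind the rho outside the quadrant, both tests on FBtr0073224, the test of the dye and the divisions with PUM from a single replicate were chosen after the results they bear on were seen. The other tests were not.

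The negative rho between BRAT and PUM ratios outside the quadrant where both are below 0 may come from the leaving out itself. Points that are left after one quadrant is removed form an L, in which a high value of one ratio goes with a low value of the other. Shuffling the PUM ratios over the features, which removes any relation, gave a median rho of -0.361, more negative than the observed -0.180. If BRAT and PUM tended to avoid each other's mRNAs, rho should lie below that of independent effects. In 100 of 100 simulations with independent effects and shared control noise, rho was at or below the observed value. Above the median signal rho was -0.302, and no baseline was run for those features, so this comparison covers only the full set. Without a shared control preparation, 5 of the 6 divisions gave a rho (-0.287 to -0.177) above all 100 shuffles of the same division. The division with PUM from replicate 3 gave -0.343, above 96 of 100 shuffles but within their range (-0.395 to -0.331), so it shows no relation either way. The overlap of the higher features had an odds ratio of 1.99 beside at most 1.36 in these simulations, so it too showed no sign of avoidance. The simulations shared the noise of the control, but not what the control Fab recovers in every replicate. This could raise both rho and the overlap above the simulated values, so avoidance is not excluded. Because shuffling alone made rho negative, its sign does not bear on whether the proteins bind different mRNAs.

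The positive rho of 0.293 over all features could stem from noise in the control preparations that both ratios share. Residuals of the BRAT and PUM ratios about their means correlated at r of 0.472, so such noise is present. When the ratios came from different replicate numbers, so that no control preparation was shared, rho was lower. Its mean was 0.183 over the 3 divisions with BRAT from a single replicate (0.135, 0.154 and 0.260). The reverse divisions, with PUM from a single replicate, gave 0.222, 0.253 and 0.0636, the last of them, from replicate 3, little above the values for shuffled features. With fewer replicates in each ratio, rho is also lowered by noise. These values argue against shared noise as the whole cause, less firmly for the division with PUM from replicate 3. What remains open is a property of the control RIP itself, since mRNAs that the control Fab recovers well are low in both ratios, and an association of some mRNAs with both proteins. These were not tested against each other.

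FBtr0073224 was far lower in both RIPs than in the control RIP, and was the feature whose higher ratio of the RIPs was lowest, at -4.61, with the next at -2.12. A single deviating control array was weighed first. Within a set, the lowest control value lay 3.77 log2 units above the highest RIP value in the BRAT set and 3.88 in the PUM set, which argues against it, although the control of replicate 1 (15.40) stood apart from the others. The enrichments differed by -0.39 between BRAT and PUM (limma adjusted p = 0.284), a small difference beside ratios of -4.99 and -4.61. The feature was picked for being lowest in both, so this likeness decides nothing. A signal particular to the control RIP and a low recovery of this RNA with both proteins cannot be told apart, because no other control was compared. What the RNA is was not examined.

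Samples of one replicate number deviated together in RIP and control. The dye could be a cause, as replicate 3 carried Cy5 and the others Cy3. Then the RIP of replicate 1 and the control of replicate 2, which share a dye, should deviate together too. The mean correlation of such deviations was -0.229, which argues against the dye as the only cause. Deviations from a mean of 3 sum to 0, which by itself pulls correlations between different replicate numbers below 0. Correlations between different dyes ran from -0.454 to 0.051, on both sides of this mean, so a partial effect of the dye is left undecided. A shared extract or day of preparation would give the same pattern and was not tested, and no biological explanation was tested.

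Ratios fell with the control signal. Among features with a control log2 signal up to 8, the median BRAT ratio was 0.32 and 30.7% were called higher. Among those above 14 the median was -0.53, and 8.53% were called higher and 45.2% lower. Noise in the control enters both axes and could give this. With signal and ratio taken from different replicate numbers rho was -0.199, against -0.230 with the same ones, which argues against noise as the whole cause. The PUM ratios behaved alike, with -0.194 and -0.244. Quantile normalization gave RIP and control nearly the same distribution, so ratios fall with the control signal wherever RIP and control differ. The fall therefore cannot tell a property of the mRNAs from the normalization. Against the mean signal of RIP and control, rho of the BRAT ratio was -0.01. The near-equal spreads of RIP and control signals hold this value near 0, so it does not bear on a trend. Beside the normalization, an open explanation is that abundant mRNAs lead in unspecific recovery and so have less room to rise above it. It was not tested.

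The calls of both RIPs were compared with other splits of the same 6 samples. For BRAT, 1 of 10 splits, the real one, gave as many calls as 2895, and the highest number among the other 9 was 0 by limma. For PUM, 1 of 10 splits, again the real one, gave as many as 757, with at most 1 call among the other 9. Of the 10 splits 4 part all 3 pairs, as the real one does, and the other 3 of these gave 0 calls in both comparisons. With 10 splits the share cannot be under 0.05, so chance is not excluded by this count. In 100 simulations of unchanged RIPs, at most 8 BRAT and 7 PUM features were called in either direction. The data gave 1376 higher and 1519 lower for BRAT, and 500 and 257 for PUM. This argues against noise drawn separately for each feature and array as the source of these calls as a set. Deviations shared by many features were not simulated. At an unadjusted p under 0.05 limma gave 3972 and 2062 features in the real splits.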
